A study of Homo sapiens with 2 samples. Its data were reported in "High-sensitivity in situ capture of endogenous RNA-protein interactions in fixed cells and primary tissues" (2024).

How the data were processed

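Edit sites from long-read cDNA sequencing were analysed in 2 libraries of HEK293T cells, 1 treated with anti-RBFOX2 antibody and the APOBEC1-nanobody fusion and 1 with the fusion alone. The libraries were assigned to the RBFOX2 and enzyme-only groups by their descriptions in the labels. The labels number the RBFOX2 library 2 and the enzyme-only library 1, so the numbers pair nothing.

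Per the labels, libraries were prepared with a PacBio Iso-Seq kit. In the methods of the study, the authors assembled consensus reads, aligned full-length reads to hg38 with pbmm2, kept primary alignments and called C-to-U edits with their own code. Those methods describe another library kit than the labels (Kinnex), isoforms from IsoQuant and replicates that were not analysed here, so these tables may come from another run. The tables used here name genes by PacBio collapse identifiers, and the version and settings behind them are not stated. For every site the authors deposited the count of converted reads and the count of reads of its gene, which is 1 value per gene and library. The authors also deposited an edit fraction, which equals the count of converted reads divided by the reads of the whole gene, not the reads at the position. It therefore understates the editing of positions present in only some isoforms. Every listed fraction was above 0.002, so a gene of 500 reads or more has no listed site with 1 converted read, and the minimum number of converted reads rises with depth. A confidence score per site, as deposited by the authors, was read but used in no comparison. A deposited table of isoform models of both libraries gave exon positions of 119827 isoforms and no expression values.

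All 225811 listed positions were cytosines of hg38 on the listed strand, which was checked against the reference sequence. Gene symbols and genic regions came from GENCODE 44, by the largest exonic overlap on the same strand (bedtools 2.31.1). Of 12178 genes listed in either library, 10116 had an isoform model and 10081 received a symbol. A position annotated in several ways was counted as coding sequence first, then 3'UTR, 5'UTR, non-coding exon and intron. Loci that overlap more than 1 annotated gene, 1237 in all, carry the symbol of only 1 of them.

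A site was a distinct position and strand. Sites listed in both libraries were left out of all comparisons except the counts of sites, after the study's removal of edits common to its libraries. Its removal of annotated variants from dbSNP was not repeated. Of the remaining sites, 105682 (96.6%) of the RBFOX2 library and 87458 (96.0%) of the enzyme-only library lay in exons of their gene's isoform models and entered the motif and isoform comparisons. For motif enrichment, the share of sites with UGCAUG within 50 nt on the same strand of the genome was divided by the mean share over 20 shuffles. Each shuffle moved every site to a random cytosine among the 7855427 in the merged exons of the genes. Expected numbers by distance were means over all exonic cytosines of each site's gene. Hexamers and pentamers were counted as present or absent within the same window, against 5 shuffles. The log2 ratio of sites per gene used a pseudocount of 0.5 and was scaled by the library totals. The editsC of an isoform was the number of its listed exonic cytosines divided by all its exonic cytosines, for isoforms with at least 1 site. The study's filters on the read coverage and the edit fraction of isoforms could not be applied per isoform, since reads were given per gene, and its averaging over replicates had no counterpart with 1 library per group. A read filter on genes, at least 20 in both libraries, was tried as an alternative.

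With 1 library per group no p-value was computed. Shares carry exact Clopper-Pearson 95% intervals (scipy 1.17.1), which cover counting error only. Intervals of enrichments divide the bounds of the share by the mean shuffled share. Intervals of log2 ratios come from the same method applied to the number of RBFOX2 sites out of the sites of both libraries. The motif calculation was tested on simulated sites placed on the same genes. At 105682 simulated RBFOX2 sites it gave 1.037 with nothing planted, and 1.764 where 1.779 had been planted. At 87458 simulated enzyme-only sites it gave 0.980 with nothing planted, and 1.776 where 1.766 had been planted. The planted and recovered values rest on the same simulated sites and differ only in their shuffles. Their closeness therefore shows only that the shuffled mean is stable, not that a separately known enrichment was recovered.

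Named genes were those the study discussed for RBFOX2, RBFOX2 itself, and the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 20 sites. The fifth lowest was tied with other genes of 31 enzyme-only sites. These choices, the main comparisons and most alternatives were fixed before the data were examined. The share of sites with at least 2 converted reads, the comparison of genes with at least 500 reads, the profile by distance, the split by converted reads and the comparison of hexamers and pentamers were not among them and were added later. The alternatives fixed then were windows of 20 and 200 nt, shuffling to cytosines with the same 5' base, 100 shuffles, keeping shared sites, unshared sites only for the counts of sites, an edit fraction of at most 0.8, at least 10 gene reads, a pseudocount of 1, at least 50 sites per gene, at least 5 sites per isoform and a limit of 2 SD. Those added after the data were seen were shuffling within the same merged exon, sites with at least 2 converted reads, a common read minimum for both libraries, 3'UTR counted before coding sequence, genes with at least 20 or at most 500 reads in both libraries, and unshared sites only for the share with at least 2 converted reads. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and pyfaidx 0.9.0.4, and plots used matplotlib 3.10.9.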

Results

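HEK293T cells, a human embryonic kidney line, were fixed in methanol and treated with a recombinant fusion of the cytidine deaminase APOBEC1 and a nanobody that recognizes rabbit IgG. In the RBFOX2 sample an anti-RBFOX2 antibody directed the fusion to RBFOX2, a splicing regulator that binds UGCAUG, so that nearby cytosines were converted to uracil. In the enzyme-only sample the fusion was applied without that antibody, which measures background editing. RNA from each sample was sequenced as full-length cDNA on the PacBio platform. There were 2 libraries, 1 per group, so no difference between the groups has a replicate check. Every comparison is between these 2 libraries, not between the conditions. Intervals are exact Clopper-Pearson 95% intervals and cover counting error only, since the reads carry no molecular identifiers in these tables.

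The table of the RBFOX2 library listed 121930 distinct C-to-U edit sites in 10199 genes, and that of the enzyme-only library listed 103684 in 10182 genes. The reads of the genes with a site summed to 2431345 in the RBFOX2 library, with a median of 96 per gene. In the enzyme-only library they summed to 2233600, with a median of 87. Depth was slightly higher in the RBFOX2 library, with a median ratio of gene reads of 1.10 (RBFOX2 over enzyme-only) across the 8203 genes listed in both. The number of sites per 1000 gene reads was 50.1 in the RBFOX2 library and 46.4 in the enzyme-only library. These reads include 187127 of mitochondrial genes in the RBFOX2 library and 238464 in the enzyme-only library, with only 6 and 10 sites. They lower the enzyme-only rate more, so part of the difference in rate comes from them. Of the alternatives tried, leaving out sites found in the other library moved these counts most, to 109357 and 91111.

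Most sites rested on a single converted read. Sites with at least 2 converted reads made up 16.6% (95% interval 16.4 to 16.8) of the RBFOX2 sites and 11.8% (11.6 to 12.0) of the enzyme-only sites. The tables list no site with an edit fraction of 0.002 or less, so in a gene of 500 reads or more a site with 1 converted read is not listed. Genes with over 500 reads made up 9.53% of the genes in the RBFOX2 table and 8.27% of those in the enzyme-only table. In the 7289 genes with at most 500 reads in both libraries, the shares of sites with at least 2 converted reads were 8.80% (8.63 to 8.98) and 5.81% (5.66 to 5.97). In the same genes there were 102 sites per 1000 reads in the RBFOX2 library and 92.8 in the enzyme-only library. In the 787 nuclear genes with at least 500 reads in both libraries, where the same read minimum was applied to both, 7722 RBFOX2 sites stood against 3800 enzyme-only sites. That ratio of 2.03 compares with a ratio of 1.11 in the reads of those genes.

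The study removed edits seen in all its libraries as putative single-nucleotide variants, so sites listed in both libraries were counted first. There were 12573 of them, 10.3% (10.1 to 10.5) of the RBFOX2 sites and 12.1% (11.9 to 12.3) of the enzyme-only sites. Restricting both tables to genes of at least 10 reads gave 10.4% and 12.3%. Their median edit fraction was 0.418% in the RBFOX2 library and 0.410% in the enzyme-only library. Only 116 of the shared sites, 0.923% (0.763 to 1.11), had an edit fraction over 30% in both. Shared sites were left out of the comparisons of motif, context, region, gene and isoform.

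The question of whether editing was directed to RBFOX2 binding sites was addressed through the motif UGCAUG. Of 105682 unshared RBFOX2 sites in isoform exons, 4186 lay within 50 nt of UGCAUG, a share of 3.96% (3.84 to 4.08). Shuffling each site to a random cytosine in the exons of its gene gave a mean share of 2.58%, so the enrichment was 1.54-fold. None of the 20 shuffles reached the observed share (z-score 23.4). In the enzyme-only library 2028 of 87458 sites lay within 50 nt, a share of 2.32% (2.22 to 2.42) against a shuffled mean of 2.45%. That ratio was 0.948 (0.908 to 0.990; z-score −2.44), and all 20 shuffles gave a share at least as high. Simulated sites with no planted signal gave 0.980 for this library and 1.037 for the RBFOX2 library. Among all settings, restricting to sites with at least 2 converted reads moved the RBFOX2 value most, to 2.39. The enzyme-only value changed side, to 1.04 with a window of 200 nt and to 1.05 when shared sites were kept. The removal of shared sites lowers the enzyme-only value. Of its 12336 shared sites in isoform exons, 550 lay near the motif, 1.72 times the shuffled share. Shuffled positions faced no such removal, and the later comparisons of unshared sites carry it too.

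The enrichment in the RBFOX2 library was then resolved by distance from the motif. Observed over expected numbers of sites were 1.92 (1.76 to 2.09) from 1 to 10 nt 5' of the motif and 1.82 (1.66 to 2.00) from 1 to 10 nt 3' of it. The highest ratio, 2.10 (1.93 to 2.29), was found from 11 to 20 nt 3' of the motif. From 11 to 20 nt 5' of it the ratio was 1.34 (1.21 to 1.49), close to the 1.36 (1.28 to 1.44) from 21 to 50 nt 5' and below the 1.54 (1.45 to 1.63) from 21 to 50 nt 3'. From 101 to 200 nt it was 1.17 (1.13 to 1.21) on the 5' side and 1.12 (1.08 to 1.16) on the 3' side, where the enzyme-only ratios were 1.09 (1.05 to 1.14) and 1.08 (1.03 to 1.12). The enzyme-only ratios within 50 nt outside the motif ranged from 0.905 to 1.00, each with an interval that included 1. The cytosine inside the motif itself was listed less often than other cytosines in both libraries, at 0.389 (0.288 to 0.514) and 0.488 (0.357 to 0.651) of the expected number.

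**Figure D1:**
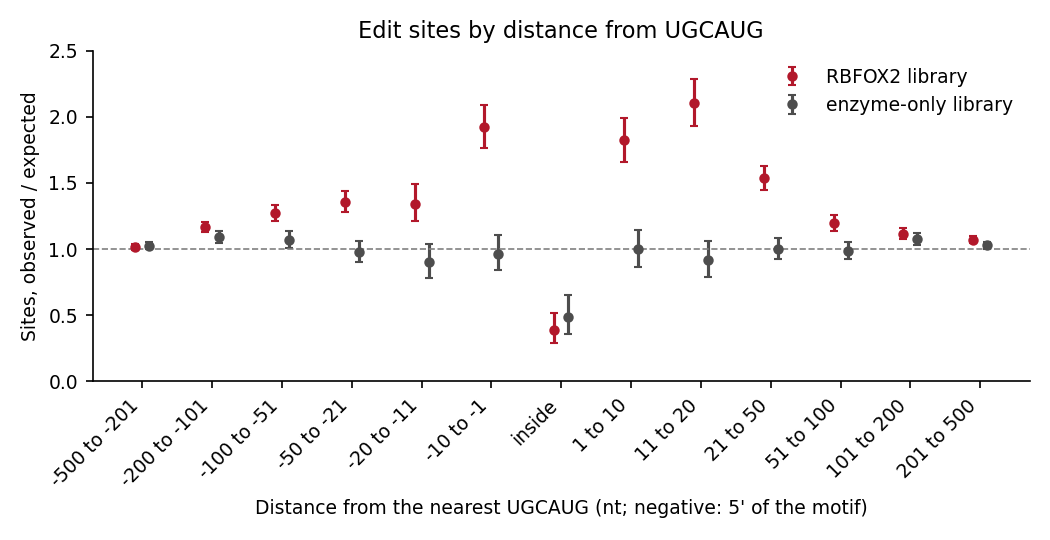
Ratio of observed to expected edit sites (y axis) by distance in nt from the nearest UGCAUG (x axis, negative values 5' of the motif), for the RBFOX2 library (red) and the enzyme-only library (grey). Bars are 95% binomial intervals and the dashed line marks 1. RBFOX2 ratios rise to 2.10 at 11 to 20 nt 3' of the motif, and the enzyme-only ratios stay near 1 outside the motif.

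Sites supported by more converted reads lay within 50 nt of the motif more often in the RBFOX2 library. The enrichment was 1.36 (1.32 to 1.41) at sites with 1 converted read, 2.02 (1.87 to 2.19) with 2, 2.82 (2.52 to 3.14) with 3 or 4 and 4.10 (3.45 to 4.82) with 5 to 9. At the 275 sites with at least 10 converted reads it was 4.11 (2.95 to 5.52). The intervals take sites as independent, but several of the 37 sites of this class near the motif lay in the 3'UTR of CALM2. This interval may therefore be too narrow. In the enzyme-only library it was 0.958 (0.915 to 1.00) with 1 converted read, and none of the higher classes had an interval above 1. All these classes hold unshared sites in isoform exons only. Shared sites, left out here, had an enrichment of 1.72 in the enzyme-only library. The enzyme-only table listed 317 sites with at least 10 converted reads, of which only 32 were unshared and in isoform exons. None of the 32 lay within 50 nt of the motif, which allows an enrichment of up to 4.36. That bound overlaps the RBFOX2 interval, so the intervals do not separate the libraries in the highest class. The difference itself was not tested there.

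**Figure D2:**
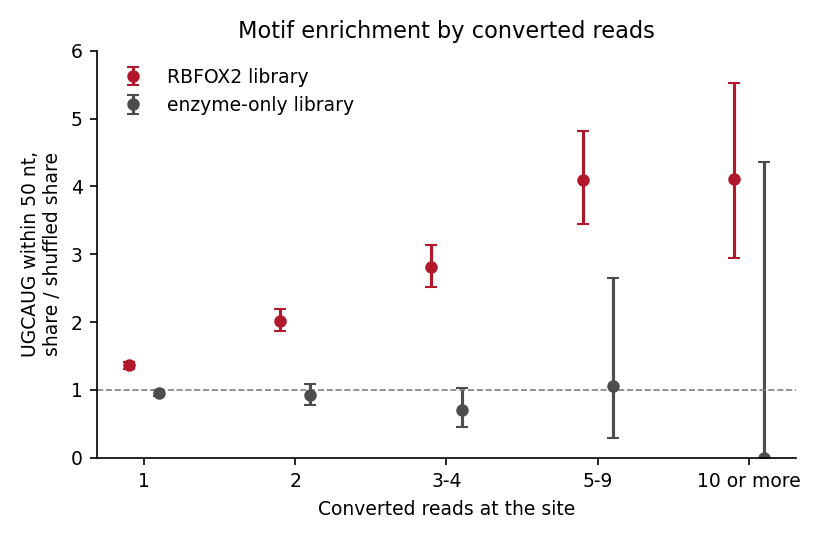
Share of sites with UGCAUG within 50 nt divided by the shuffled share (y axis), by the number of converted reads at the site (x axis), for the RBFOX2 library (red) and the enzyme-only library (grey). Bars are 95% binomial intervals and the dashed line marks 1. The RBFOX2 ratio rises from 1.36 at 1 converted read to 4.10 at 5 to 9.

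All 4096 hexamers were then compared in the same way, with 5 shuffles, without reference to a known motif, and 4094 occurred often enough to be ranked. UGCAUG ranked 2 in the RBFOX2 library with a ratio of 1.55, after UGUAUA at 1.57. UGUAUA was also raised in the enzyme-only library, at 1.30, whereas UGCAUG was at 0.944 and ranked 2867 there. By the ratio of the libraries UGCAUG ranked 1 at 1.65, followed by GCAUGU at 1.43 and AUGCAU at 1.39, which overlap it in sequence. The study also widened the motif to GCAUG and GCACG and listed secondary motifs. Among these pentamers, GCAUG had a ratio between the libraries of 1.22 and GCACG of 0.911. Of the secondary motifs, GUAUG was at 1.09, GUUUG at 1.05, GCUUG at 1.02 and GAAUG at 1.01, while GUGUG was at 0.986 and GCCUG at 0.927.

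**Figure D3:**
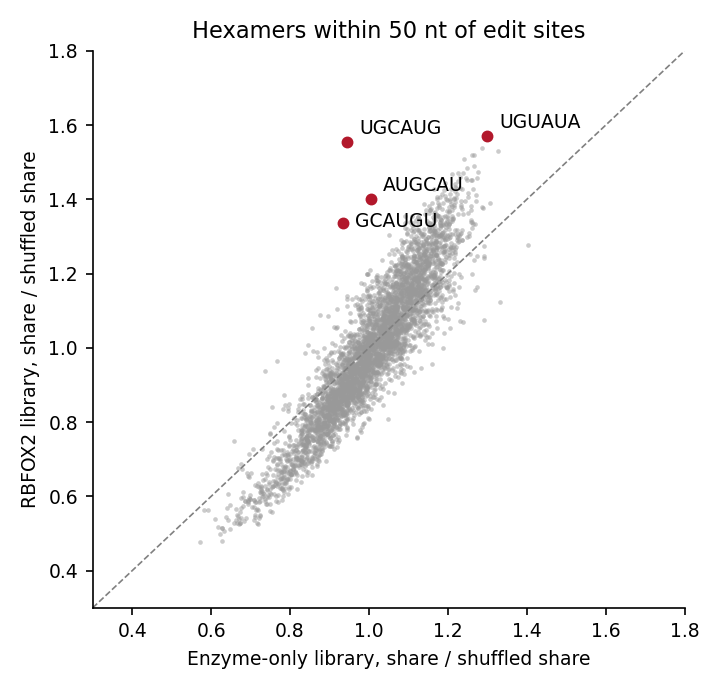
Each point is 1 of 4094 hexamers, placed by the share of sites with it within 50 nt divided by the shuffled share in the enzyme-only library (x axis) and in the RBFOX2 library (y axis). The dashed line marks equal values, and UGCAUG stands apart at 0.944 on the x axis and 1.55 on the y axis.

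The base next to the edited cytosine was examined because APOBEC1 prefers A or U directly 5' of its target. A or U was found there at 71.7% (71.5 to 72.0) of RBFOX2 sites and 63.9% (63.6 to 64.3) of enzyme-only sites, against 44.4% of all exonic cytosines of the genes in each library. At sites with at least 2 converted reads, the alternative that moved these shares most, they were 88.0% (87.5 to 88.5) and 77.7% (76.8 to 78.6). In the genic annotation, 40.9% (40.6 to 41.2) of RBFOX2 sites and 34.7% (34.4 to 35.0) of enzyme-only sites lay in a 3'UTR, where 28.5% and 27.8% of shuffled sites fell. Coding sequence held 48.8% (48.5 to 49.1) and 53.1% (52.8 to 53.4), where 43.2% and 43.5% of shuffled sites fell. Only sites in isoform exons were shuffled. Of these sites, 42.0% and 35.9% lay in a 3'UTR, and 50.4% and 55.2% in coding sequence. Introns held 3.08% (2.98 to 3.18) and 3.76% (3.63 to 3.88). Counting positions annotated as both 3'UTR and coding sequence as 3'UTR moved the 3'UTR shares most, to 59.1% and 53.6%, and the RBFOX2 share stayed the higher.

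Sites per gene were compared as the log2 ratio of the numbers of RBFOX2 and enzyme-only sites, with a pseudocount of 0.5 and scaled by the library totals. Among 3604 genes with at least 20 sites over both libraries, 605 had a ratio over 1 and 525 had a ratio under −1. Beside the read minimum described next, restricting to the 1015 genes with at least 50 sites moved these counts most, to 119 and 108. In 118 of the 3604 genes 1 library had at least 500 reads and the other had fewer, and 117 of these were among the genes beyond 2-fold. With the same read minimum in both libraries, 545 and 464 of 3461 genes were beyond these limits.

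**Figure D4:**
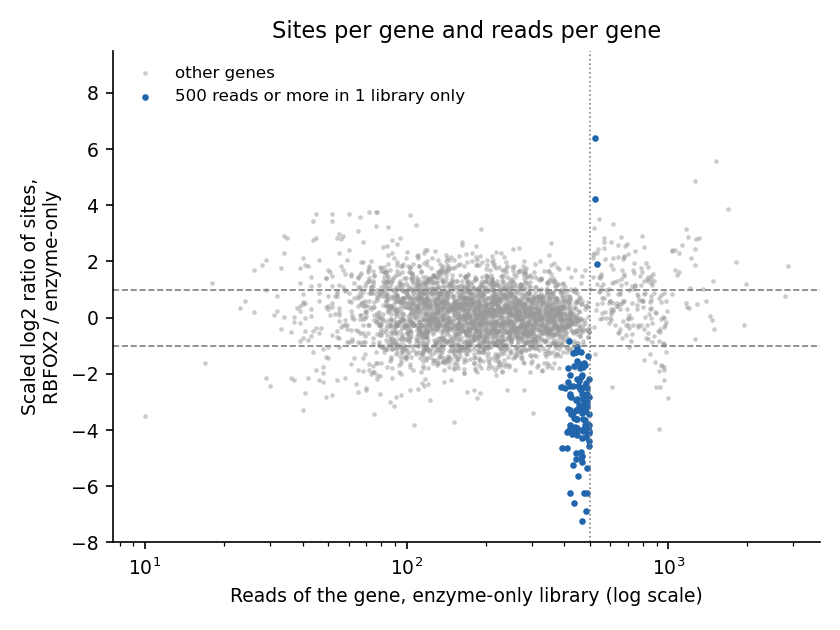
Scaled log2 ratio of RBFOX2 to enzyme-only sites (y axis) against the reads of the gene in the enzyme-only library (x axis, log scale), for genes with at least 20 sites that are listed in both libraries. Blue points are the 118 genes with 500 reads or more in 1 library only, grey points are the other genes, the dotted line marks 500 reads and the dashed lines mark log2 ratios of 1 and −1. Of the blue points, 117 lie beyond the dashed lines.

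The 5 lowest genes had no listed unshared site in the RBFOX2 library. ATAD3A (PB.60; chromosome 1, 1512162 to 1534685) had 63 sites in the enzyme-only library, where it had 469 reads against 554 in the RBFOX2 library. SAC3D1 (chromosome 11, 65040901 to 65044828) had 49 sites in the enzyme-only library at 482 reads, against 578 reads in the RBFOX2 library. TCOF1 (chromosome 5, 150357629 to 150400308) had 40 at 437 against 531 reads, and EIF2AK1 (chromosome 7, 6022247 to 6059175) had 31 at 420 against 502 reads. In each of these 4 genes a site with 1 converted read could be listed only in the enzyme-only library. RNF40 (chromosome 16, 30761745 to 30776307) had 43 sites in the enzyme-only library and did not appear in the RBFOX2 table.

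The 5 highest genes had no listed unshared site in the enzyme-only library. BNIP3 (chromosome 10, 131967684 to 131981967) had 50 RBFOX2 sites at 445 reads, against 522 reads in the enzyme-only library, so the read minimum favoured the RBFOX2 library. MORF4L2 (chromosome X, 103675496 to 103688158) had 28 sites, 20 of them in the 3'UTR and 5 within 50 nt of UGCAUG, at 1642 reads against 1514, with a minimum of 4 converted reads in both libraries. METTL25 (chromosome 12, 82358528 to 82479239) had 26 sites at 42 reads and PWWP2B (chromosome 10, 132397168 to 132417859) had 24 at 38 reads. The long non-coding RNA gene ENSG00000270659 (chromosome 2, 213151972 to 213153661) had 20 sites at 3 reads. These last 3 genes did not appear in the enzyme-only table, so their depth there is unknown.

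The genes the study named for RBFOX2 gave small numbers of sites. APP (PB.49309; chromosome 21, minus strand, 25880535 to 26171128) had 10 unshared sites in the RBFOX2 library and none in the enzyme-only library, at 637 and 630 reads and a minimum of 2 converted reads in both. All 10 lay in the 3'UTR between positions 25881118 and 25881525, and 5 of them lay within 50 nt of the UGCAUG at 25881390 to 25881395. A further site at 25881362 was listed in both libraries, with 5 converted reads in the RBFOX2 library and 3 in the enzyme-only library. DEPDC1 (PB.1831; chromosome 1, 68474152 to 68497221) had 22 RBFOX2 and 8 enzyme-only sites at 346 and 370 reads, a scaled log2 ratio of 1.14 (−0.03 to 2.57). OGT (PB.51705; chromosome X, 71533087 to 71575892) had 26 and 11 sites, a ratio of 0.94 (−0.09 to 2.14). DCUN1D4 (PB.14196; chromosome 4, 51843000 to 51916837) had 14 and 10 sites, a ratio of 0.20 (−1.05 to 1.55), and 13 and 6 of these lay in its 3'UTR. For DEPDC1, OGT and DCUN1D4 the interval included 0, so no difference was detectable at this depth. PKM (PB.40436; chromosome 15, 72199029 to 72231819) had 2 RBFOX2 sites at 3705 reads and did not appear in the enzyme-only table. RBFOX2 itself (PB.50407; chromosome 22, 35738736 to 36028824) had 9 sites in each library.

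**Figure D5:**
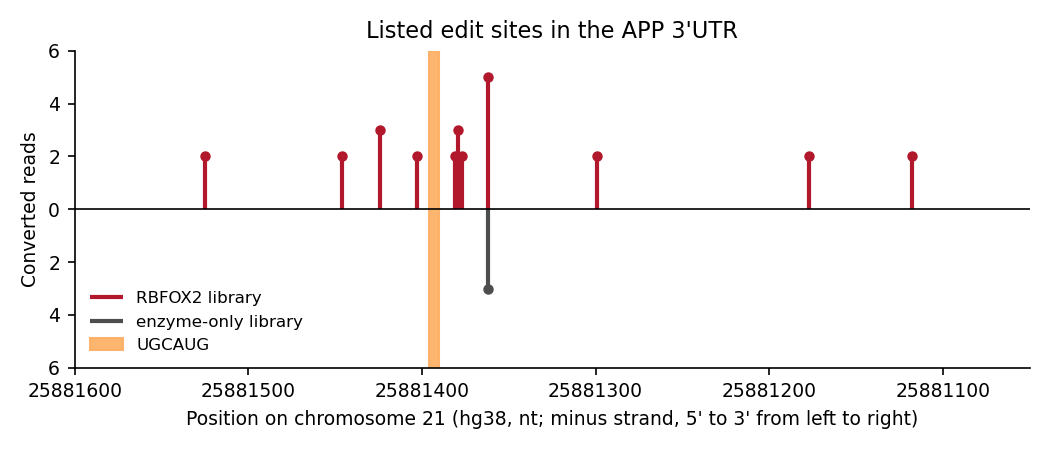
Converted reads (y axis) at each listed edit site of the APP 3'UTR on chromosome 21 (x axis, hg38 position in nt, drawn 5' to 3' on the minus strand), with RBFOX2 sites upward in red and enzyme-only sites downward in grey. The orange band is the UGCAUG at 25881390 to 25881395. Sites with 1 converted read are not listed in this gene, and the 1 enzyme-only site coincides with an RBFOX2 site at 25881362.

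Editing at the level of isoforms was measured as editsC, the share of the cytosines in the exons of an isoform that were listed as edited. Across 108341 isoforms of 10030 genes, the median editsC was 2.07% in the RBFOX2 library and 1.67% in the enzyme-only library. It was higher in the RBFOX2 library for 61415 isoforms (56.7%) and lower for 38978. A linear fit of RBFOX2 on enzyme-only editsC had a slope of 0.763, with a correlation across isoforms of 0.572. Edits were not assigned to isoforms, so a listed position counts for every isoform whose exons contain it. Isoforms are not independent, since those of a gene share sites. Above the fit by more than 1.5 SD of the residuals lay 7028 isoforms of 1092 genes, and below it by as much lay 2645 isoforms of 388 genes. A limit of 2 SD moved these counts most, to 4365 and 1450. With a single isoform per gene, the one with the most exonic cytosines, 589 of 10030 lay above and 235 below.

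For DEPDC1, editsC ranged from 0.50% to 7.73% across 20 isoforms in the RBFOX2 library and from 0% to 3.00% in the enzyme-only library, and 1 isoform exceeded the limit of 1.5 SD. That isoform, PB.1831.26, had 8 RBFOX2 sites and 0 enzyme-only sites among 135 exonic cytosines. For DCUN1D4, none of 14 isoforms exceeded the limit. Its isoform PB.14196.14, which ends at 51916835, held 14 RBFOX2 and 9 enzyme-only sites among 702 cytosines, an editsC of 1.99% and 1.28%. The isoform PB.14196.9, with the shorter 3'UTR ending at 51914349, held 8 and 9 sites among 302 cytosines, an editsC of 2.65% and 2.98%. The RBFOX2 sites beyond that shorter end began at 51914443, and no enzyme-only site was listed beyond it. Reads were given per gene and not per isoform, so the depth behind each isoform is unknown.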

Values the study reported

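From long reads, the study reported 204 isoforms with editsC over 1.5 standard deviations above its linear model of RBFOX2 and enzyme-only samples. From short reads, it reported that around 10% of confident RBFOX2 edit clusters held UGCAUG, a 4-fold enrichment over shuffled clusters, and that RBFOX2 and enzyme-only editing converged about 200 nt from the motif.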

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

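The test in this part was planned before its result was seen, but the reading of it as undecided was settled afterwards.

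Sites outside the exons of the isoform models entered none of the motif comparisons, and they carried a signal above that of the enzyme-only library. Within 50 nt of UGCAUG lay 4.46% of 3675 RBFOX2 sites of this kind (95% interval 3.82 to 5.18), against 2.63% of 3653 enzyme-only sites (2.13 to 3.20). Most of them, 2644 and 2756, lay in introns. A candidate explanation is that the sites fell in different genes of the 2 libraries. When the same number of sites was drawn per gene in 545 genes, the shares were 4.27% and 3.44%. Their mean ratio was 1.25, with a range of 0.947 to 1.55 over 100 draws, and the RBFOX2 share was higher in 99 of them. The range includes 1, so with 1073 sites per draw a difference in genes and binding of RBFOX2 to unspliced RNA cannot be told apart. Intron retention and incomplete isoform models were not tested, and a biological difference between the samples stays open as untested.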

How the results depend on the processing

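Alternatives chosen only after the data were seen were the same merged exon, at least 2 converted reads, the common read minimum, 3'UTR before coding sequence, genes with at least 20 or at most 500 reads in both libraries, and unshared sites for the share with at least 2 converted reads.

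No paired analysis was possible because there was 1 library per group and the labels pair none. Of 101 recomputed values, 69 stayed within their limits and 32 changed. Of the 43 values for named genes, 39 stayed, and 4 moved under the common read minimum (ATAD3A, SAC3D1, TCOF1 and EIF2AK1). The construction of that alternative shows the cause for these 4, since it removes sites with 1 converted read from the enzyme-only library.

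RBFOX2 motif enrichment stayed above 1 in every alternative. It was 1.65 with a window of 20 nt, 1.27 with 200 nt, 1.31 when shuffled within the same merged exon and 2.39 at sites with at least 2 converted reads. The enzyme-only value reversed to 1.04 with 200 nt and to 1.05 with shared sites kept. It was 0.892 with 20 nt and 0.869 at sites with at least 2 converted reads, so its side of 1 depends on the processing. The reversal with shared sites kept follows from their removal in the main setting. The shared sites alone had an enrichment of 1.72, and shuffled positions faced no such removal. The other causes were not tested.

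The share with A or U directly 5' was 73.1% and 66.4% (RBFOX2 and enzyme-only) with shared sites kept, and 88.0% and 77.7% at sites with at least 2 converted reads. With shared sites kept, 3'UTRs held 41.9% and 36.7% and coding sequence 48.2% and 51.9%. With 3'UTR counted before coding sequence they held 59.1% and 53.6%, and 30.6% and 34.3%, which follows from the counting order. RBFOX2 stayed the higher for A or U and 3'UTR and the lower for coding sequence in each of these. With at least 50 sites per gene, fewer genes were compared, and 119 were over 1 and 108 under −1. With a limit of 2 SD, 4365 isoforms lay above and 1450 below. The share of sites with at least 2 converted reads was 8.80% and 5.81% in genes of at most 500 reads, and 14.3% and 9.45% among unshared sites. Where no construction is named, the cause was not tested. The highest class of converted reads held 32 enzyme-only sites, because only unshared sites in isoform exons were counted, where 317 were listed.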

Other observations

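The tests of germline variants, of the edit fraction minimum, of the bases next to the motif's own cytosine and of the number of exonic cytosines were chosen only after the results were seen. The tests of UGCAUG in transcripts, of counting error and of carry-over were planned, and their reading as undecided was settled after their values were seen.

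UGCAUG lay near RBFOX2 sites more often than near shuffled positions, relative to the enzyme-only library. The tables argue against 4 technical accounts as the whole cause. With the same number of sites drawn per gene, in genes with no more reads in the RBFOX2 library, the ratio of the shares was 1.45 (1.36 to 1.58 over 100 draws), against more sites and reads. Over all genes listed in both libraries it was 1.45 (1.40 to 1.51), against sites in different genes. Both sets of draws used unshared sites, and leaving out shared sites lowers the enzyme-only share near UGCAUG. The next hexamer made of the same bases reached 1.34 against 1.55 for UGCAUG, against base composition. Within 3'UTRs the enrichment was 1.42, against location in 3'UTRs. Targeting of RBFOX2 may therefore underlie the pattern, as a hypothesis found and tested on the same 2 libraries. Differences between the library preparations were not tested, because each group is 1 library.

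A larger share of RBFOX2 than of enzyme-only sites had at least 2 converted reads. In 1956 genes under 500 reads with fewer reads in the RBFOX2 library the shares were still 6.92% and 5.35%, which argues against more reads per gene as the whole cause. Amplification of single molecules and stronger editing where the antibody directs the enzyme could each raise this share, and neither was tested as its cause. The enrichment near UGCAUG rose with converted reads in the RBFOX2 library, from 1.36 at 1 to 4.10 at 5 to 9. No enzyme-only class of unshared sites had an interval above 1. That rise bears on directed editing, but it does not rule out amplification.

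Genes with 500 reads or more in 1 library only had extreme ratios of sites. In 117 of the 117 such genes beyond 2-fold, the deeper library had fewer sites, as the minimum edit fraction combined with unequal reads would give. Under a common minimum the 118 genes on this border had 710 sites in the deeper libraries and 458 in the others, where 4946 had been listed. ATAD3A, SAC3D1, TCOF1, EIF2AK1 and BNIP3 are such genes, and the size of their differences may in part reflect this minimum. Under the common minimum the enzyme-only library had 7 sites in ATAD3A, 3 in SAC3D1, 3 in TCOF1 and 2 in EIF2AK1, against 0 in the RBFOX2 library, and BNIP3 had 9 RBFOX2 sites against 0. Each kept its direction on these small counts, in genes chosen for their extreme ratios.

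Among 3243 genes under 500 reads in both libraries, 892 (27.5%) were beyond 2-fold, although the minimum removes no site there. Simulated splits of their sites by the reads of the libraries gave at most 250. These splits take sites as independent, while several sites can come from 1 read, so counting error of reads or molecules and a difference between the libraries cannot be told apart here. Genes over 1 had more exonic cytosines with A or U directly 5' than genes under −1, by 5.35 percentage points (random splits −2.17 to 2.08), so base composition of the transcripts is a candidate explanation. A difference of 0.317 points in cytosines within 50 nt of UGCAUG lay inside the range of random splits (−0.709 to 0.709), so for these genes an effect of the motif and none cannot be told apart. A biological difference in binding stays open as untested.

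Sites listed in both libraries were 2.28 times the number that chance would give with the gene and both neighbouring bases kept, which argues against chance overlap. Only 0.923% had an edit fraction over 30% in both libraries, which argues against germline or cell-line variants as the main cause. These sites lay near UGCAUG 1.68 (RBFOX2) and 1.72 (enzyme-only) times as often as shuffled positions. If reads had been carried over between the libraries, RBFOX2 sites near UGCAUG would be listed in the enzyme-only library as often as others with equal converted reads. They were listed 0.825 times as often (0.738 to 0.918). At 2 converted reads alone the shares were alike, 17.0% near UGCAUG and 17.2% over 500 nt away. With more converted reads the share near UGCAUG was the lower. It was 20.1% against 25.8% at 3 or 4, 26.1% against 42.0% at 5 to 9 and 50.8% against 63.6% at 10 or more. Sites far from the motif may be shared for other reasons too, which would lower the ratio even with carry-over, so carry-over and editing of the same positions in both samples cannot be told apart. Positions that the enzyme edits readily may be listed in both libraries, which was not tested, and no biological explanation was tested.

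The C inside UGCAUG was listed at 0.648% of its occurrences in the RBFOX2 library (0.479 to 0.855). GCA cytosines over 500 nt from any UGCAUG were listed at 0.574%, so the bases next to that C are a candidate explanation. GCA cytosines within 20 nt outside the motif were listed at 0.730% (0.514 to 1.00), and in the enzyme-only library the values inside and within 20 nt were 0.621% and 0.645%. The interval of each library's nearby GCA cytosines includes its value inside the motif, so no protection by bound RBFOX2 is detectable with 49 listed sites, and it stays open.

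The enrichment near UGCAUG was 1.63 at RBFOX2 sites with A or U directly 5' and 1.20 at those with C or G. At sites with 1 converted read these were 1.43 and 1.17, which argues against fewer converted reads as the whole cause. A larger part of sequencing error among sites with C or G could lower their value, which was not tested, and no biological explanation was tested.

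Among the 27334 isoforms with the fewest exonic cytosines (median 186), 14.6% lay over 1.5 SD above the fit of editsC, against 0.709% among the 27068 with the most (median 628). Few exonic cytosines are a candidate explanation for part of the 7028 isoforms above the limit, since a single site weighs more there. Isoform-specific binding stays open as untested.

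Here 7028 isoforms lay above the limit of 1.5 SD. That is more than the study reported. The counts are not comparable, since the study averaged replicates and first removed isoforms of low read coverage or low edit fraction, and the edit fraction filter was not applied here. The study also assigned reads to isoforms, while here a listed position counts for every isoform whose exons contain it. The labels also name another library kit than the study's methods, and it is not stated whether these tables come from the run behind the study's count. Here the enrichment of RBFOX2 sites near UGCAUG was 1.54. That is lower than the enrichment the study reported for clusters from short reads. The units differ, since the study kept clusters found in all its replicates, while most sites here rested on a single converted read. The value here was 2.39 at sites with at least 2 converted reads and 4.10 at 5 to 9. It was 1.31 when all sites were shuffled within the same merged exon.

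The gene CALM2 was chosen after its values were seen. It had 1816 reads in the RBFOX2 library and 1271 in the enzyme-only library. At a minimum of 4 converted reads it had 54 RBFOX2 and 2 enzyme-only sites, of which 19 and 1 lay within 50 nt of UGCAUG, the latter at 47160708 with 5 converted reads. At its own minimum of 3 converted reads the enzyme-only library listed 6 sites there. PCNP, also chosen after its values were seen, had 49 and 7 sites at 687 and 536 reads and a minimum of 2 converted reads, none of the RBFOX2 sites within 200 nt of the motif.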
